A study of Mus musculus with 10 samples. Its data were reported in "Multi-influential genetic interactions alter behaviour and cognition through six main biological cascades in Down syndrome mouse models" (2021).

How the data were processed

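Hippocampal RNA was measured in 10 male mice aged 16 weeks, 5 carrying the Ts65Dn chromosome and 5 control littermates, with 1 Affymetrix Mouse Gene 1.0 ST array per mouse. The Ts65Dn mouse is a model of Down syndrome with a small extra chromosome that adds 1 copy of part of mouse chromosome 16 (Mmu16) and of the part of mouse chromosome 17 (Mmu17) next to its centromere. Per the labels, both hippocampi of a mouse were pooled into 1 RNA, the mice were on an F1 hybrid B6C3B background, and each array is a biological replicate.

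The deposited values are log2 signals that the authors made by RMA, which corrects the background of the probes, equalises the distribution of signals between arrays and summarises the probes of each transcript cluster (a set of probes for 1 transcript or part of it). The submitters' processing notes name RMA, limma and the mm10 assembly without versions. The authors' steps before the value table were not repeated. Such summaries shrink ratios where the signal is close to background, so a fold change of a dim gene is understated. For arrays the number of mice sets the precision, which is 5 per genotype here. All 10 value columns were mapped to a mouse.

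The value table held 35556 rows. The platform annotation gave exactly 1 gene symbol for 21789 of them, several for 1621 and none for 12146. A row without a symbol is unnamed here, which does not mean that it has no gene. The 23410 rows with at least 1 symbol were tested. Of the rows with 1 symbol, 21698 were matched to the RefSeq annotation of the GRCm38 assembly (the assembly also called mm10) by gene number and 3 by transcript accession, and 88 were not matched. A gene with several transcript clusters was represented by the one with the highest mean over the 10 arrays, which gave 19937 genes, 1000 of them with a choice of 2 or more. Probe positions were not used here, so whether a transcript cluster lies at its gene or at a processed copy elsewhere was not checked, and coordinates in the text are those of the gene.

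The Mmu16 segment was taken as all annotated genes from Mrpl39 to Zbtb21 and the Mmu17 segment as those from Pisd-ps2 to Pde10a. Genotypes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with genotype as the only term and Benjamini-Hochberg adjustment over all tested transcript clusters. A transcript cluster past adjusted p 0.05 was called changed, and each test was two-sided. Adjusted p-values in the text are from this fit unless another test is named. Segment means per mouse were compared by an exact permutation test over all allocations of 10 mice to 2 groups of 5, for which the smallest p is 0.00794. Gene lists were tested with camera at a preset correlation between genes of 0.01, after removal of the genes of both segments and with adjustment over the 29 lists, then with an estimated correlation and with fry. The lists were 12 of function and 17 of markers of hippocampal regions, neighbouring tissues and cell types. They were written by hand, as were the lists of Hsa21-homologous genes in 2 copies, of genes beyond the end of the Mmu17 segment and of genes named by the study. Plots were drawn with matplotlib 3.10.9.

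The design, the lists, the alternatives and the rule for named genes were fixed before the data were examined. Exceptions are the alternatives that the text gives as chosen afterwards. The rule takes the 8 Mmu16 and 6 Mmu17 genes with the highest fold change among those past the threshold, the 5 brightest segment genes that missed it, up to 8 changed genes in each direction outside the segments, the genes named by the study, and 2 to 4 members with the smallest p of each list described.

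The differential test of the study ranks fold changes over pairs of a trisomic and a control array. A rank method of this kind was written anew and run as an alternative. Its use of all 25 pairs, its trimmed mean ranks and its normal probability were choices made here and may differ from the program the study used. Other alternatives were the rows tested, filters on dim rows, 3 further normalizations, 2 variance models, thresholds of 0.1 and 0.01, the replicate number as a block, other gene lists and summaries, and leaving out each array in turn.

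The fit was tested on simulated data for the 23410 transcript clusters with the measured means and spreads and 200 changed rows. It called 168 rows, of which 1.79% were false, and recovered 95% of the rows changed by 0.6 and 70% of those changed by 0.3 on the log2 scale. With no changed rows it called 0, while the rank method made 1293 calls on the same simulated arrays. The false and recovery rates may not carry over to the real arrays. There, splits of the mice other than by genotype gave up to 25 calls. They gave 207 to 3359 transcript clusters at an unadjusted p under 0.05.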

Results

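Expression in the adult hippocampus was compared between 5 Ts65Dn mice and 5 control littermates. The median log2 signal of the 10 arrays lay between 7.38 and 7.41 over the tested transcript clusters, and values ranged from 3.73 to 14.14. No 2 arrays held identical values. The first principal component took 29.8% of the variance and the second 18.3%, with exact permutation p = 0.976 and 0.651 for a difference between genotypes (n = 5 per group). Of 4 components tested the fourth, with 10.8% of the variance, had the smallest exact permutation p (0.0317, and 0.127 adjusted over the 4, n = 5 per group).

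The first question was which genes in 3 copies were expressed at a higher level. On the Mmu16 segment, 42 of 127 measured genes were higher in Ts65Dn hippocampi and 0 were lower. The highest fold change among the genes that passed was that of Ifnar2, a subunit of the receptor for type I interferons, which rose by 0.65 ± 0.11 (log2, SE; 1.57-fold, 95% interval 1.33 to 1.86, adjusted p = 0.0346, n = 5 per group). Cct8, a subunit of the TRiC chaperonin, was 1.54-fold higher (adjusted p = 0.00387), and Il10rb, a receptor chain next to Ifnar2, was 1.45-fold higher (adjusted p = 0.000864). Morc3 and Vps26c were each 1.46-fold higher, Cyyr1 1.43-fold, Brwd1 1.42-fold and Ltn1, a ubiquitin ligase of ribosome quality control, 1.42-fold. Over all 127 measured genes of the segment, every Ts65Dn mouse lay above every control for 52, where chance separates the genotypes in either direction with a probability of 0.00794 per gene.

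The Mmu16 segment spans chromosome 16 from 84718281 to 97962627 (GRCm38), with Cct8 at 87483325 to 87495869 and Ifnar2 at 91372783 to 91405589. The median fold of the 42 genes past the threshold was 1.33, with a range from 1.18 to 1.57. Adjusted over the list alone, 59 genes were higher and 0 lower. The rank method, written anew after the kind of test the study used, called 66 genes higher and 0 lower on this segment. Ltn1 was measured by 16 transcript clusters, 14 of which passed, so genes and not transcript clusters were counted.

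**Figure D1:**
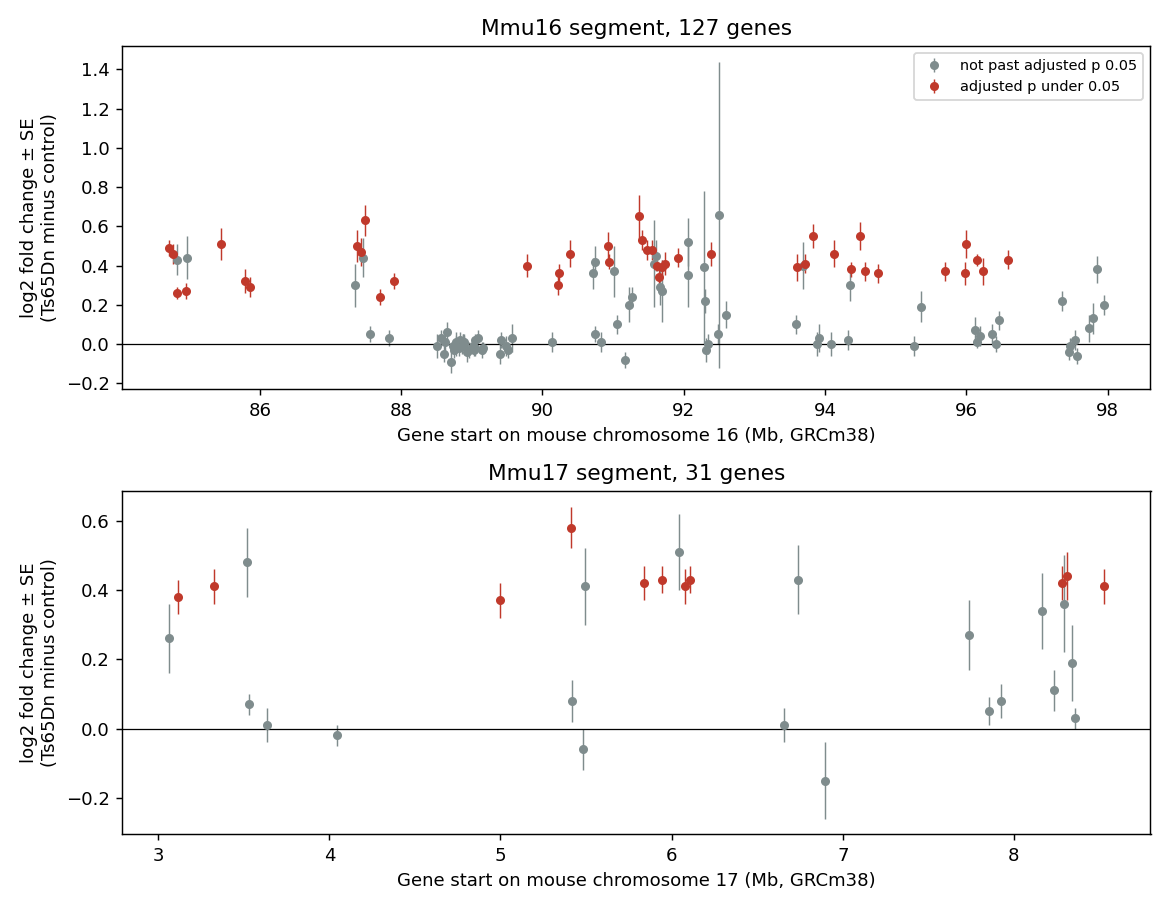
Log2 fold change (Ts65Dn minus control, with SE, n = 5 per group) of each measured gene against its start in Mb on chromosome 16 (127 genes) and chromosome 17 (31 genes); red points passed adjusted p 0.05. Genes past the threshold lie along both segments, and the 32 genes from Cldn17 to Krtap11-1 on chromosome 16 lie near 0.

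Genes from Cldn17 to Krtap11-1, a block that holds claudin genes and the keratin-associated protein cluster, had fold changes near 1. Of 32 measured genes in this block 0 changed in the limma fit, 0 were at an unadjusted p under 0.05 and 0 were called by the rank method. Their median log2 fold change was -0.01. The median signal of the block was 5.04, compared with 7.40 over all tested transcript clusters. The mean of the block per mouse was 5.17 ± 0.0283 (SD) in Ts65Dn and 5.17 ± 0.0237 in controls (exact permutation p = 0.643, n = 5 per group). Outside the block, 42 of 95 Mmu16 genes passed.

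The Mmu17 segment has no homology to human chromosome 21 (Hsa21) and lies on chromosome 17 from 3064318 to 8986648. Here 11 of 31 measured genes were higher and 0 were lower. Tmem242, at 5410864 to 5440260, rose by 0.58 ± 0.06 (log2, SE; 1.49-fold, 95% interval 1.36 to 1.64, adjusted p = 0.00184, n = 5 per group). Sft2d1 was 1.36-fold higher, Tulp4 1.35-fold, the phosphoinositide phosphatase Synj2 1.34-fold, the sorting nexin Snx9 1.34-fold and Mpc1, part of the mitochondrial pyruvate carrier, 1.33-fold. The median fold of the 11 genes was 1.33, the same value as for the 42 Mmu16 genes past the threshold. Over all measured genes the median fold was 1.28 on Mmu17 and 1.15 on Mmu16. Adjusted over the list alone, 19 genes were higher and 0 lower, and the rank method called 20 higher and 1 lower. Sft2d1 had a fold of 1.30 in its other transcript clusters. Whether the chosen clusters of Sft2d1 and Mpc1 lie at the gene or at a processed copy was not checked by probe position. The identifiers of both chosen clusters fall among those of genes on other chromosomes, so both may lie at a copy elsewhere. Another 3 transcript clusters with several symbols, of the Rsph3 and Tagap genes in this segment, were also higher and are not in the count of genes.

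The second question was whether genes in 3 copies that missed the threshold differed in their level of signal. The 158 genes of both segments were put in 3 equal parts by mean signal. In the brightest part 41 of 53 genes passed (77.4%), with a median fold of 1.33. In the middle part 11 of 52 genes passed, with a median fold of 1.24, and in the dimmest part 1 of 53 passed, with a median fold of 1. Across genes, which are not independent replicates, the fold change rose with the mean signal (Spearman rho = 0.77, permutation p = 1e-05, the smallest that the resamples can give).

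**Figure D2:**
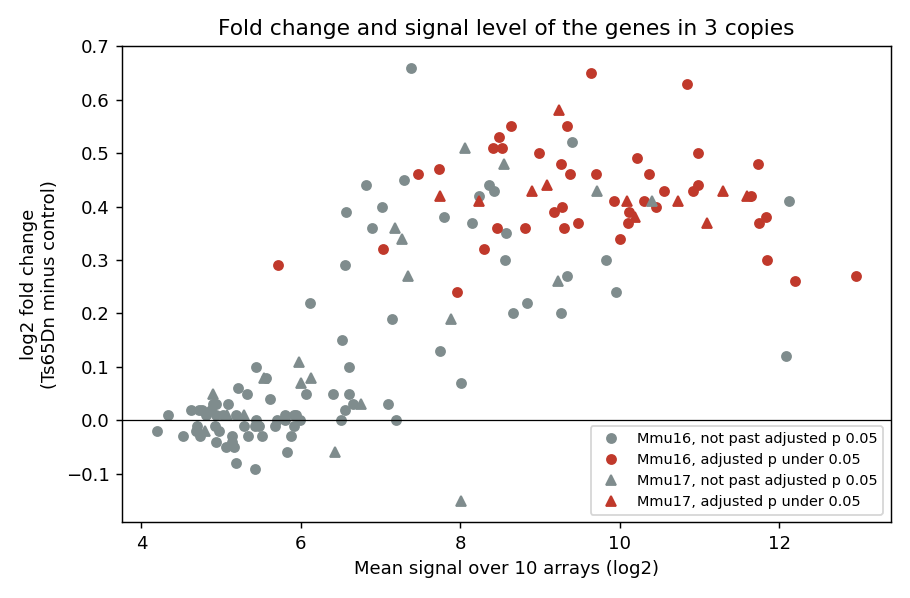
Log2 fold change (Ts65Dn minus control) against the mean log2 signal over 10 arrays for the genes of the Mmu16 (circles) and Mmu17 (triangles) segments; red symbols passed adjusted p 0.05. Fold changes lie near 0 in the dimmest of the 3 parts and have a median of 0.41 in the brightest.

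Among the brightest segment genes that missed the threshold, Pcp4, a calmodulin-binding peptide, had a fold of 1.09 (95% interval 1.00 to 1.18, n = 5 per group). Tmem50b had a fold of 1.33 with a wide interval of 0.958 to 1.84, and replicate 5 was the lowest of both genotypes (11.63 in Ts65Dn and 11.26 in controls). Zdhhc14 had a fold of 1.33 and Olig1, a transcription factor of oligodendrocytes, of 1.18. Pigp had a fold of 1.23 in its brighter and 1.11 in its other transcript cluster. Which of them measures the gene and not a processed copy was not checked by probe position. The identifier of the brighter one falls among those of genes on another chromosome, so it may lie at a copy elsewhere. For 37 of the 53 genes in the brightest part the 95% interval of the fold lay below 1.5, the ratio of gene copies. For 50 of the 53 it lay above 1.

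Mean expression of both segments was then compared between mice. The mean log2 signal of the 127 Mmu16 genes was 7.58 ± 0.0281 (SD) in Ts65Dn and 7.37 ± 0.0136 in controls, a difference of 0.21 (exact permutation p = 0.00794, n = 5 per group). The mean of the 31 Mmu17 genes was 8.16 ± 0.0271 in Ts65Dn and 7.89 ± 0.0197 in controls, a difference of 0.26 (exact permutation p = 0.00794, n = 5 per group). The Mmu16 shift was smaller than the Mmu17 shift by a log2 difference of -0.05 (exact permutation p = 0.0159, n = 5 per group). The Mmu16 mean includes the 32 dim genes from Cldn17 to Krtap11-1, whose own mean differed by -0.01. Without these genes the median log2 fold change on Mmu16 was 0.35, close to the Mmu17 median of 0.36. For the genes above the median signal the shifts were 0.39 and 0.38 and their difference was 0.01 (exact permutation p = 0.73, n = 5 per group). With the median signal over genes per mouse in place of the mean, the shifts were 0.31 and 0.19. Their difference was 0.12 (exact permutation p = 0.206, n = 5 per group). The median log2 fold change of single genes pointed the other way, at 0.20 on Mmu16 and 0.36 on Mmu17.

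**Figure D3:**
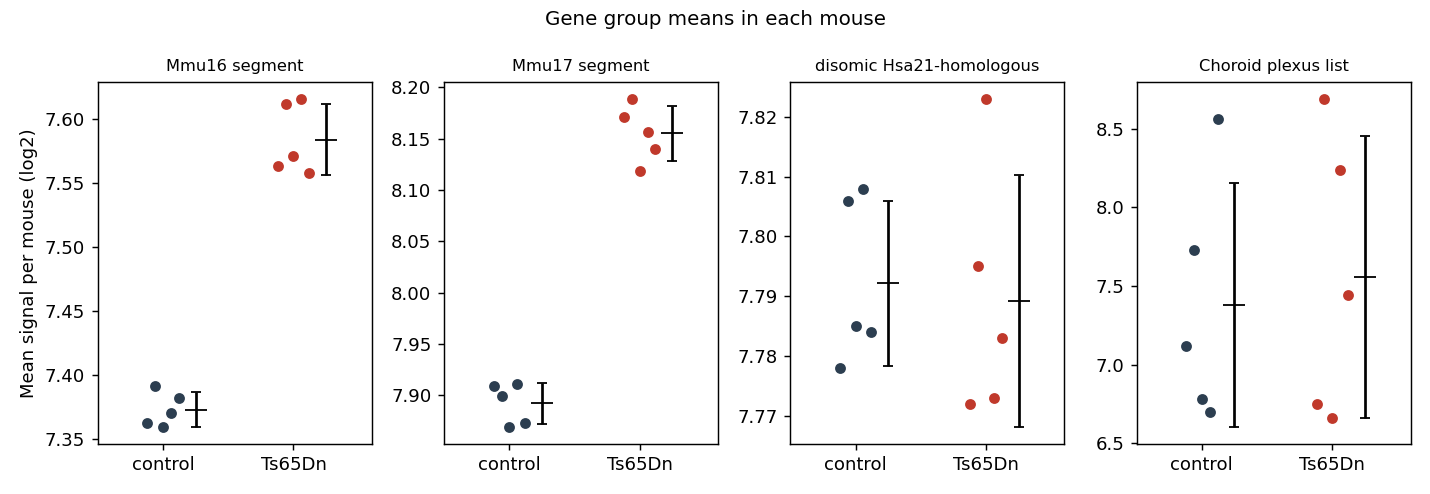
Mean log2 signal per mouse of the Mmu16 segment, the Mmu17 segment, the Hsa21-homologous genes in 2 copies and the choroid plexus markers; points are mice, bars the mean and SD (n = 5 per group), and each panel has its own scale. All Ts65Dn mice lie above all controls for both segments, while the genotypes overlap in the other panels.

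Genes homologous to Hsa21 that Ts65Dn mice carry in 2 copies served as a measured background. Of 70 such genes on Mmu16, Mmu17 and Mmu10, 0 passed in the limma fit, over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there were 1 higher and 1 lower, and the rank method called 1 higher and 2 lower. At the unadjusted p, Cbs, which makes cystathionine, was the lower one at -0.24 ± 0.06 (log2, SE; adjusted p = 0.475) and Ubash3a, named after its value was seen, the higher one at 0.09 ± 0.03 (adjusted p = 1). The mean of the 70 genes was 7.79 in both genotypes (exact permutation p = 0.802, n = 5 per group). Of 14 measured genes beyond the end of the Mmu17 segment 0 passed, 0 had an unadjusted p under 0.05 and 0 were called by the rank method.

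The third question was whether expression changed beyond the genes in 3 copies. Over the genome 74 of 23410 transcript clusters changed, 73 higher and 1 lower, and 71 of them lay in the segments. Outside the segments 3 of 19779 genes passed, and 0 in the limma fit adjusted over the list alone, that is over these genes, with 269 higher and 312 lower at an unadjusted p under 0.05. The threshold over all genes, which the calls in the segments loosened, corresponds to an unadjusted p of 0.000158. At that p, evenly distributed p-values would give 3.13 of these genes. Over other splits of the 10 arrays into 5 and 5, the median count at that p was 1 and the highest 22. Nhlh1, a neuronal helix-loop-helix factor on chromosome 1 (172052292 to 172057596), was higher by 0.25 ± 0.04 (log2, SE; adjusted p = 0.0215, n = 5 per group). Cdkl3, a kinase gene on chromosome 11 (52000842 to 52089778), was higher by 0.25 ± 0.04 (adjusted p = 0.0203). Rfx5, a regulator of class II histocompatibility genes on chromosome 3 (94950689 to 94961561), was at -0.31 ± 0.05 (adjusted p = 0.0364). Without control replicate 2 the count of such genes was 0, and it was 1 without Ts65Dn replicate 1 or 4 or control replicate 1, 3 or 5. Over the 10 fits that each left out 1 array, Nhlh1 passed in 4, Cdkl3 in 4 and Rfx5 in 0. With the replicate number as a block, 0 of these 3 genes passed and 8 others did, although the labels do not say what the numbers mark. The rank method called 493 genes higher and 529 lower outside the segments.

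Of the 25 measured genes that the study named, 10 were higher and 0 lower, and 12 higher and 2 lower adjusted over the list alone, which is not independent evidence, since the study named them from results on several models that include these samples. The rank method called 12 higher and 6 lower. The study also measured some of them by qRT-PCR, as given under the values it reported. Dyrk1a, a kinase gene of the Mmu16 segment, was 1.29-fold higher (adjusted p = 0.00876) and Sod1, superoxide dismutase, 1.23-fold (adjusted p = 0.0494). Mrpl39 was 1.40-fold higher, Jam2 1.38-fold, Tiam2 1.33-fold, the amyloid precursor gene App 1.21-fold and Atp5j 1.20-fold. Adjusted over the list alone, Gabpa, with a fold of 1.34 (adjusted p = 0.0662 over all genes), and Chrna1, at 0.30 ± 0.09 (log2, SE), were also higher. The 2 lower genes there were Cbs, at -0.24 ± 0.06, and Chrna3, at -0.19 ± 0.07, and none of these 4 passed over all genes. Glp1r, the receptor of glucagon-like peptide 1, had a log2 difference of -0.83 ± 0.34 (SE) and the activity-regulated factor Npas4 one of -0.56 ± 0.31, both at an adjusted p of 1. Arc was at -0.41 ± 0.18, Fos at -0.24 ± 0.14 and Fosb at -0.10 ± 0.11. The 6 lower calls of the rank method were Glp1r, Npas4, Arc, Fos, Cbs and Chrna3. D16Ertd472e was at -0.12 ± 0.09, Npy at 0.09 ± 0.11 and Snap23 at 0.08 ± 0.09. Snap25, Gsk3b and Rhoa differed by 0.02, -0.01 and 0.01. Whether the chosen transcript cluster of Rhoa lies at the gene or at a processed copy was not checked by probe position. Its identifier falls among those of genes on another chromosome.

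Gene groups of neuronal and metabolic function were then compared. No single member of the 29 lists passed in the main limma fit, but some passed in alternative fits. Ptgs2 was higher with the replicate number as a block (adjusted p = 0.047) and without Ts65Dn replicate 2 (adjusted p = 0.0464). Doc2a was lower without Ts65Dn replicate 2 (adjusted p = 0.0386). Wfs1 was lower with weighted arrays (adjusted p = 0.0291) and without Ts65Dn replicate 3 (adjusted p = 0.0272). Among their 654 genes an unadjusted p under 0.05 was found for 14 higher and 30 lower, with 33 expected by chance, and the rank method called 44 higher and 57 lower. With a preset correlation camera called 10 lists. With an estimated correlation it called 0, with 3 lists at an unadjusted p under 0.05, and fry called 0, with 3 at an unadjusted p under 0.05 in its directional and 3 in its mixed form. The cholesterol synthesis list had the smallest p (adjusted p = 8.49e-07 preset, adjusted p = 0.400 with an estimated correlation), with 17 of 20 genes at positive values and 5 at an unadjusted p under 0.05. Its members Sc5d, Msmo1 and Sqle had log2 differences of 0.12 ± 0.03, 0.18 ± 0.05 and 0.15 ± 0.06 (SE). Heat shock genes had positive values in 24 of 27 cases, with Hspb8 at 0.43 ± 0.16 and Bag3 at 0.20 ± 0.09 (adjusted p = 1.58e-05 preset, adjusted p = 0.483 with an estimated correlation). Immediate early genes had positive values in 9 of 35 cases (adjusted p = 0.00042 preset, adjusted p = 0.483 with an estimated correlation). Their list mean fell with the replicate number in controls, at 8.71, 8.65, 8.57, 8.49 and 8.35 for replicates 1 to 5. It lay between 8.38 and 8.52 in Ts65Dn, so control replicate 5 was below every Ts65Dn mouse. What this trend in controls reflects was not tested. Btg2 was at -0.37 ± 0.10 and Egr4 at -0.24 ± 0.07, while Ptgs2 was at 0.35 ± 0.11. Over the 10 fits that each left out 1 array, the preset call held in 10 for the cholesterol and immediate early lists and in 9 for heat shock, which was lost without Ts65Dn replicate 4 (adjusted p = 0.0738).

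Genes of SNARE and vesicle function had positive values in 28 of 35 cases (adjusted p = 0.0247 preset, adjusted p = 0.400 with an estimated correlation), although Doc2a, the member with the smallest p, was at -0.30 ± 0.07 (SE) and Stx3 at 0.15 ± 0.08. Interferon response genes were positive in 27 of 40 cases, with Stat2 at 0.25 ± 0.06 and Trim25 at 0.15 ± 0.06 (adjusted p = 0.0261 preset, adjusted p = 0.483 with an estimated correlation). Glutamate receptor genes were positive in 11 of 34 cases, with Grin3a at -0.16 ± 0.05 and Grin2d at -0.17 ± 0.06 (adjusted p = 0.0473 preset, adjusted p = 0.507 with an estimated correlation). With 1 array left out, the preset call of the SNARE list was lost without Ts65Dn replicate 2 or 4 or control replicate 5 (adjusted p up to 0.105), that of the interferon list without Ts65Dn replicate 2 or 5 or control replicate 3 or 4 (up to 0.410), and that of the glutamate list without Ts65Dn replicate 1 or 2 or control replicate 4 or 5 (up to 0.335). The GABA list missed the threshold (adjusted p = 0.149), with Slc6a11 at -0.14 ± 0.05 and Gabra2 at -0.56 ± 0.19. So did the ribosomal proteins (adjusted p = 0.0932, with a call without Ts65Dn replicate 4 or control replicate 1 or 4, down to 0.00053), oxidative phosphorylation (adjusted p = 0.854), neurogenesis and cell cycle (adjusted p = 0.339), cholinergic genes (adjusted p = 0.985) and serotonin and dopamine receptors (adjusted p = 0.198).

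Markers of cell types and of neighbouring regions were read as shifts of the list mean. Oligodendrocyte precursor markers were positive in 1 of 11 cases, with Cspg5 at -0.13 ± 0.04 (SE) and Sox6 at -0.08 ± 0.04 (adjusted p = 0.000897 preset, adjusted p = 0.255 with an estimated correlation). Astrocyte markers were positive in 5 of 19 cases, with Clu and Gja1 at -0.10 ± 0.04 and -0.09 ± 0.04 (adjusted p = 0.0151 preset, adjusted p = 0.407 with an estimated correlation). Markers of thalamus and habenula were positive in 2 of 21 cases, with Chrna3 at -0.19 ± 0.07 and Tac2 at 0.28 ± 0.14 (adjusted p = 0.00544 preset, adjusted p = 0.483 with an estimated correlation). Endothelial markers were positive in 13 of 15 cases, with Eng at 0.29 ± 0.08 and Vwf at 0.23 ± 0.13 (adjusted p = 0.00642 preset, adjusted p = 0.483 with an estimated correlation). With 1 array left out, the preset call of the astrocyte list held in 5 of 10 fits and was lost without Ts65Dn replicate 1 or 3 or control replicate 2, 3 or 5 (adjusted p up to 0.0849). The thalamus and habenula call was lost without control replicate 5 (adjusted p = 0.275) and the endothelial call without control replicate 4 (adjusted p = 0.133), while the precursor list kept its call in 10 of 10.

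The other marker lists missed the threshold with the preset correlation. Of the CA1 markers Wfs1 was at -0.35 ± 0.07 (log2, SE; adjusted p = 0.0925), and it was the only one of that list past the threshold adjusted over the list alone, while Man1a was at -0.19 ± 0.07 and the list had an adjusted p of 0.0835. The adjusted p was 0.609 for dentate gyrus, 0.441 for CA2 and CA3, 0.379 for striatum and 0.666 for cortex. It was 0.186 for oligodendrocytes, 0.297 for microglia, 0.0835 for mural cells, 0.572 for meninges and fibroblasts, 0.985 for ependyma, 0.854 for the 3 measured erythrocyte genes and 0.314 for housekeeping genes. The test of the ependyma list pointed up while its mean and median were at -0.01, and the erythrocyte genes had a mean of 0.03 and a median of -0.01. Choroid plexus markers had an adjusted p of 0.0924 and varied widely within both genotypes, with list means of 7.56 ± 0.89 (SD) in Ts65Dn and 7.38 ± 0.77 in controls (exact permutation p = 0.746, n = 5 per group). Of the marker lists that missed the threshold, several had a preset call with 1 array left out. These were choroid plexus (without Ts65Dn replicate 1 or 3 or control replicate 2 or 5, adjusted p down to 3.44e-07), oligodendrocytes (Ts65Dn replicate 1 or 5 or control replicate 1, down to 2.88e-05), mural cells (control replicate 1, 2 or 4, down to 0.00767), meninges (Ts65Dn replicate 2 or control replicate 4, down to 0.00276), CA1 (Ts65Dn replicate 4 or control replicate 2, down to 0.0383) and microglia (control replicate 1, 0.0268). Without the 3 arrays whose mean of choroid plexus markers lay above 8, a choice made after seeing the data, 9 Mmu16 genes, 2 Mmu17 genes and 0 genes outside the segments passed, with fewer mice in the fit.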

Values the study reported

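For the Ts65Dn hippocampus the study reported 1074 differentially expressed genes. On the Mmu16 segment it counted 130 expressed genes in 3 copies, of which 64 were differential, and on Mmu17 it counted 40, of which 28 were differential. It listed 51% of the Mmu16 genes in 3 copies of this model as compensated, and described a ratio around 1.5 for most genes in 3 copies over its models. In its gene set analysis 3 terms were up and 9 were down in Ts65Dn. By qRT-PCR it reported higher Dyrk1a and Sod1 in the models with 3 copies, and higher Synj2 and Tiam2 in Ts65Dn. It also reported higher Chrna1, which it lists as misregulated in several models that include Ts65Dn. Cbs was reported as lower in all models except Tg(Dyrk1a) and Dp3Yah, and Arc, Fosb, Fos and Npas4 as altered in the mouse models.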

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

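The splits of the arrays behind the total count, the test of signal level, the test of the rank method, the comparison of choroid plexus means and the count of neighbouring genes were chosen beforehand. Splits for the other counts, the test at the top of the scale, the covariate test of Cdkl3 and Nhlh1, the count outside the segments at a fixed p and the neighbour test at an unadjusted p were chosen after the results were seen.

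In 8 of 152 groups of 5 mice 1 mouse lay far from the rest, and chance alone gives about 7.6. Tmem50b was at 11.63 in Ts65Dn replicate 5 and between 12.47 and 12.55 in the other 4 (gap over range 0.921), and control replicate 5 was also the lowest control, at 11.26. Fosb was at 7.67 in Ts65Dn replicate 3, above 7.39 to 7.42 (0.907). Gsk3b was at 11.01 in Ts65Dn replicate 5, below 11.05 to 11.06 (0.862). Synj2 was at 8.78 in control replicate 4, above 8.64 to 8.67 (0.783), and App was at 12.70 in control replicate 1, below 12.83 to 12.87 (0.748). The SNARE and vesicle list mean was lowest in Ts65Dn replicate 5 (0.881) and in control replicate 5 (0.757). The ependyma list mean was highest in control replicate 2, at 6.86 (0.717). The 12146 rows without a gene symbol enter only the alternative that tested all rows. In that limma fit 9 of them were higher in Ts65Dn and 0 lower.

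Chance was excluded for the genes in 3 copies. Of 100 splits of the 10 arrays into 5 and 5, only the real one (1) gave as many as 74 changed transcript clusters, and the highest other gave 25. For the Mmu16 genes the real split gave 42 and the highest other 1, and for the Mmu17 genes 11 and 0, so that again 1 split was as large. Chance was not excluded for the 3 genes outside the segments. Counted past the adjusted threshold 2 of 100 splits gave as many and the highest other gave 8, but this comparison is uneven, since only the real split has the segment calls that loosen the threshold. At a fixed unadjusted p of 0.000158, 19 of 100 splits gave at least 3 genes and the highest other gave 22. The split with 8 put Ts65Dn replicates 1, 2 and 3 with control replicates 1 and 3, which points to a structure of the samples apart from genotype. For the Hsa21-homologous genes in 2 copies the real count and the highest other were both 0, so all 100 splits were bound to be as large and nothing follows about chance. Chance was not excluded for the gene lists, where 18 of 100 splits gave at least the 10 lists called with a preset correlation, the highest other gave 13 and the median of the others was 7.

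Many genes in 3 copies missed the threshold. Low signal is a candidate explanation for most of them, since 77.4% passed in the brightest of 3 parts and 1.89% in the dimmest. Compression near the top of the scale was not decided (Spearman rho = -0.08 within the brightest part, permutation p = 0.562). Buffering of single genes such as Pcp4 was not tested and stays open.

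The fold-change rank method made 1255 calls, against 74 in limma. Its limits call many genes whatever the grouping. The median of the other splits was 96.6% of the real count, and simulated arrays with no changed rows gave 1293 calls. The number was not fixed and ranged from 713 to 1323 over the other splits. Chance was not excluded for the total, where 24 of 100 splits gave as many calls. The total cannot decide this question, since the method made a similar number of calls with no changed rows. The real split placed 66 Mmu16 genes among its calls. What share of its 1022 calls outside the segments reflects genotype was not tested.

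The 3 genes outside the segments are no more than the 3.13 that evenly distributed p-values would give at their threshold. The median of the other splits at that p was lower, at 1. Chance was still not excluded, since 19 of 100 splits gave at least 3. Choroid plexus tissue in some dissections could not be excluded from the list means, which differed by 0.18 with an exact permutation p of 0.746. With the choroid plexus mean as a covariate Cdkl3 went from 0.25 ± 0.04 to 0.24 ± 0.04 and Nhlh1 from 0.25 ± 0.04 to 0.26 ± 0.04, with adjusted p of 0.0316 and 0.0217, which argues against this source for both, while Rfx5 kept -0.31 ± 0.05 and missed the threshold (adjusted p = 0.0502) in a fit with fewer degrees of freedom. Blocks of alleles from the mixed background cannot be told apart from a genotype effect, since the 0 neighbouring pairs among 3 genes on 3 chromosomes would meet the bound set beforehand in nearly any draw. The 134 genes at an unadjusted p under 0.01 (1 neighbouring pair, permutation p = 0.601) also met theirs. They were fewer than the 198 that chance gives and so held no excess to explain, a reading made after that result was seen.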

How the results depend on the processing

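The covariate, the fits without 3 arrays and the adjustment over genes outside alone were chosen after seeing the data. So was the count of Mmu17 genes that included transcript clusters with several symbols, which gave 13 higher. Of the alternatives to all results, 169 kept the direction and the side of the threshold or stayed within 1.5 times the count, 25 moved, 4 lost the threshold and 2 turned the direction. With the fold-change rank method the counts were 1255 transcript clusters, 66 Mmu16 genes, 20 Mmu17 genes, 1022 genes outside the segments and 3 Hsa21-homologous genes in 2 copies, and higher calls were 53.9% against 98.6%. At adjusted p 0.01 they were 41 transcript clusters, 23 Mmu16 genes and 0 genes outside. Genes outside numbered 0 adjusted over these genes alone, 6 at adjusted p 0.1 and 1 with an intensity trend and robust priors. Without the 3 arrays with a choroid plexus mean above 8 (Ts65Dn replicates 2 and 4, control replicate 5), the counts were 13 transcript clusters, 9 Mmu16 genes, 2 Mmu17 genes and 0 outside, with fewer mice in the fit.

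The correlations of deviations between same-numbered mice were 0.51, 0.27, 0.32, 0.03 and 0.46, and 4 of the 5 Ts65Dn arrays correlated best with the control of their number, a hint from the data of a shared structure. The numbers were not taken as pairs because the labels do not say what they mark and number 4 showed almost no correlation. With the number as a block, 8 genes outside the segments passed, 0 of them among the 3 found without it (Nhlh1, Cdkl3 and Rfx5), and the shifts of 0.21, 0.26 and -0.05 had an exact sign-flip p of 0.0625, the smallest that 5 pairs allow. The block changed no other count by over 1.5 times.

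The difference between the Mmu16 and Mmu17 shifts was -0.03 above a mean of 5 (exact permutation p = 0.103) and turned to 0.01 above the median signal. It turned to 0.12 with the median signal over genes per mouse, while the median log2 fold change of single genes stayed lower on Mmu16 (0.20 against 0.36). The difference thus depended on the genes and the summary used, and a mean without the Cldn17 to Krtap11-1 block was not tested. The 10 lists called with a preset correlation became 0 with an estimated correlation, 0 with fry directional and 0 with fry mixed. Leaving out 1 array gave 51 to 63 transcript clusters, 28 to 37 Mmu16 genes, 10 to 12 Mmu17 genes, 0 to 3 genes outside, 0 Hsa21-homologous genes in 2 copies, 7 to 14 lists, and shifts of 0.20 to 0.22, 0.25 to 0.27 and -0.06 to -0.04. Signal over background limits what can be said of dim genes.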

Other observations

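The fit with the choroid plexus list mean as a covariate was chosen after the results were seen. Choroid plexus transcripts differed between mice far more than between genotypes. Ttr, the transthyretin gene that choroid plexus expresses strongly, ranged from 8.93 to 13.61 (log2) over the 10 arrays, and its mean was 11.64 ± 2.14 (SD) in Ts65Dn and 11.58 ± 1.88 in controls. The list mean was 8.69 in Ts65Dn replicate 2, 8.56 in control replicate 5 and 8.24 in Ts65Dn replicate 4, and the lowest was 6.66, in Ts65Dn replicate 3. In a limma fit with genotype, 103 transcript clusters followed this list mean past adjusted p 0.05. Clic6 and Kcne2, genes of the Mmu16 segment picked out after their values were seen, had log2 differences of 0.66 ± 0.78 (SE) and 0.39 ± 0.39, with the wide spread of the choroid plexus list.

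Outside the segments, 629 of 23219 transcript clusters had an unadjusted p under 0.05 (295 higher and 334 lower), fewer than the 1161 that chance gives. This deficit is not evidence that expression outside the segments was unchanged. The fit had genotype as its only term, so variation shared by same-numbered mice (correlations of 0.51, 0.27, 0.32, 0.03 and 0.46) stayed in its residual. Whether that lowered the count was not tested. Over all tested transcript clusters the count was 740 for the real split, against a median of 1009 and a range of 207 to 3359 over the other 99 splits.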
